A study of Mus musculus with 10 samples. Its data were reported in "MicroRNA-mRNA Co-sequencing Identifies Transcriptional and Post-transcriptional Regulatory Networks Underlying Muscle Wasting in Cancer Cachexia" (2020).

How the data were processed

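RNA was measured in the tibialis anterior, a fast-twitch muscle of the lower leg, of 10 mice. Of these, 6 carried subcutaneous tumors of Lewis Lung Carcinoma (LLC), a mouse lung cancer cell line whose tumors lead to cachexia, the wasting of body weight and muscle in cancer. The other 4 were injected with buffer and carried no tumor. Per the labels, muscle was taken on day 23 of tumor development, total RNA was extracted with a phenol-based reagent, and strand-specific total RNA libraries were sequenced from both ends. The authors mapped the reads to the mouse genome build mm10 with TopHat2 and counted reads for RefSeq genes with HTSeq at its default settings. The deposited values are whole-number read counts per gene, not normalized, with 1 library per sample and no pooling of replicates. The deposited counts are listed by Ensembl gene identifier, which differs from that description, so the annotation release and the strand setting behind them were taken as unknown. This could change the count of any gene that overlaps another gene, so overlap, where present, is given for each gene named below with its coordinates. Small RNA libraries of the same animals were not analysed here.

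Each sample listed the same 39179 Ensembl gene identifiers. Of these, 37607 were matched to a gene symbol, 1572 were not, and 37693 were found in GENCODE release M21, which is on the same build (GRCm38, mm10) and supplied the coordinates, strand, gene type, GC content and exonic length. Group and replicate number were taken from the sample labels, which name 4 Control and 6 LLC samples. Total counts ranged from 16693209 to 21303084 per sample. At that depth 3 counts, the smallest level taken as detected, correspond to 0.141 to 0.180 CPM, the count scaled to a common library total. The 95% Wilson interval of each sample's mitochondrial share of counts has a half-width of at most 0.0208 percentage points. Intervals and floors cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. Replicates were compared in pairs by a chi-square statistic per degree of freedom over genes, which ranged from 3.93 to 8.73 in the 6 Control pairs and from 8.52 to 197 in the 15 LLC pairs, so no pair of libraries was alike within sampling noise and each was counted as 1 replicate.

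Genes were kept by edgeR's filterByExpr with its default count minimum of 10, which left 12690 genes, and libraries were scaled by TMM factors. LLC was compared with Control by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with group as the only term. A gene was past the threshold with a Benjamini-Hochberg adjusted p of 0.05 or less and a change of at least 1.5-fold in either direction. The authors used DESeq2 for the same comparison, and its Wald test (DESeq2 1.42.0) was run here as an alternative. Standard errors of log2 fold changes were derived from the test's F statistic. Values per sample are TMM-scaled CPM, and log2 CPM used a prior count of 2. On simulated counts with 200 changed genes among 12689, edgeR's test recovered 162 of the changed genes with 9 false calls and DESeq2 recovered 169 with 29 false calls. The simulation gave all samples of a gene the same dispersion. It had neither a larger spread in LLC nor a distant sample, so these counts do not rank the tests for the real data.

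Gene families were tested with limma's camera (limma 3.58.1, inter-gene correlation 0.01, two-sided) with Benjamini-Hochberg adjustment over 6 families. A family score is the mean log2 CPM of its tested members minus the Control mean. Principal component analysis used the log2 CPM of all tested genes, centered and not scaled. Spread within a group was the distance of each sample from its group centroid, corrected for group size. Measures with 1 value per sample were compared by an exact permutation test, two-sided, over all 210 splits of the 10 samples, with p as 2 times the share in the smaller tail, for which the smallest possible p is 0.00952. Genes past the threshold were grouped by k-means into 4 clusters on standardized normalized counts with 200 starts. The coefficient of variation (CV) of a fold change is 100 times the SD over the mean of the 6 LLC values.

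The groups, tests, family lists, 67 genes taken from the study's text and the alternatives were chosen before the data were examined. So was the rule for the genes named with full statistics, namely 14 genes fixed from the study's text, and the 5 with the largest rise and the 5 with the largest fall among genes past the threshold that had an average log2 CPM of at least 1 and no overlap between the groups. Alternatives covered library scaling (median-of-ratios and upper-quartile factors, and mitochondrial genes left out), the filter on low counts, the test (DESeq2, limma voom with sample quality weights, robust dispersion, a test against 1.5-fold), the threshold, an offset for GC content and gene length (loess, span 0.5, known for 99.2% of the tested genes), the replicate number as a block, and each sample left out in turn. The replicate numbers come from the labels and belong to different animals in the 2 groups. The planned search for promoter motifs needs genome sequence and was not analysed here. Figures were drawn with matplotlib 3.10.9.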

Results

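Genome-wide expression was measured in the tibialis anterior muscle of 4 Control mice and 6 mice bearing LLC tumors, to ask which transcripts change as muscle wastes in cancer cachexia. Each mouse gave 1 library of read counts per gene. Total counts per sample were 20072260 ± 943898 in Control (SD, n = 4) and 18053290 ± 1216717 in LLC (SD, n = 6), and the totals were lower in LLC (exact permutation test, two-sided, p = 0.0381). The sample with the fewest counts was LLC 1, with 16693209. Mitochondrially encoded genes took 29.6% ± 1.03 of counts in Control (SD, n = 4) and 25.6% ± 2.54 in LLC (SD, n = 6), with no overlap between the groups (exact permutation test, two-sided, p = 0.00952, the smallest this design allows). The authors sequenced all 10 libraries in the same lane, so there were no sequencing batches within which to repeat a comparison, and no batch of library preparation is given. Y-linked genes were expressed in all 10 samples, and Xist had at most 1 count in any of them.

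The first comparison asked whether the 2 groups separate across the transcriptome. The first principal component (PC1) of the 12690 tested genes held 56.1% of the variance. PC1 scores ran from -30.7 to -28.0 in Control and from -4.90 to 77.1 in LLC. The mean difference was 48.5 (exact permutation test, two-sided, p = 0.00952). Using the most variable genes alone moved this difference the furthest, to 33.1. The LLC samples were also more dispersed. Their distance from the group centroid was 42.8 ± 17.2 (SD, n = 6), against 24.8 ± 0.244 in Control (SD, n = 4), a ratio of 1.73 (exact permutation test, two-sided, p = 0.00952). LLC 1 lay at a distance of 77.0, and the other LLC samples at 29.0 to 40.2. Without LLC 1 the ratio was 1.33, with the distances still larger in LLC (exact permutation test, two-sided, p = 0.0159). With the mean of 1 minus Spearman's rho between samples of a group in place of the centroid distance, the ratio was 3.65. That measure is on another scale, so its ratio cannot be compared in size with the others.

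**Figure D1:**
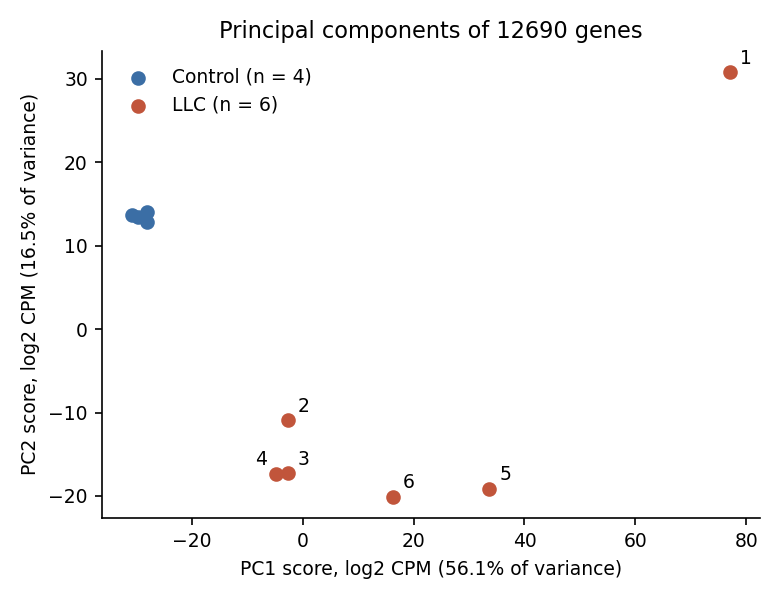
Scores of the 10 samples on the first and second principal components of log2 CPM over 12690 genes, with the replicate number beside each LLC sample. The 4 Control samples lie together at PC1 scores of -30.7 to -28.0, and the 6 LLC samples are spread from -4.90 to 77.1, with LLC 1 farthest from the others.

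The next comparison asked which genes differ between LLC and Control. Of 12690 genes, 715 passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 209 were higher and 506 lower in LLC, so that 70.8% of the calls were lower. With an unadjusted p in place of the adjusted one, the alternative that moved the count by the most genes, 1572 passed. The DESeq2 Wald test gave 1052 genes, 388 higher and 664 lower, and 703 of the 715 genes were among them. Of the 715 genes, 663 had no overlap between the 4 Control and 6 LLC values, a pattern that chance gives to 0.952% of genes and that 15.97% of all tested genes showed. Protein-coding genes made up 683 of the 715. Exons of 226 overlap those of another gene, and those of 189 overlap an antisense gene, so the counts of these genes depend on the strand setting. Changes were more common among rare transcripts. In the lowest quartile of abundance 11.6% of 3173 genes passed the threshold, followed by 6.08%, 2.77% and 2.08% in the higher quartiles. Across genes, which are not independent replicates, Spearman's rho between abundance and the absolute log2 fold change was -0.197.

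**Figure D2:**
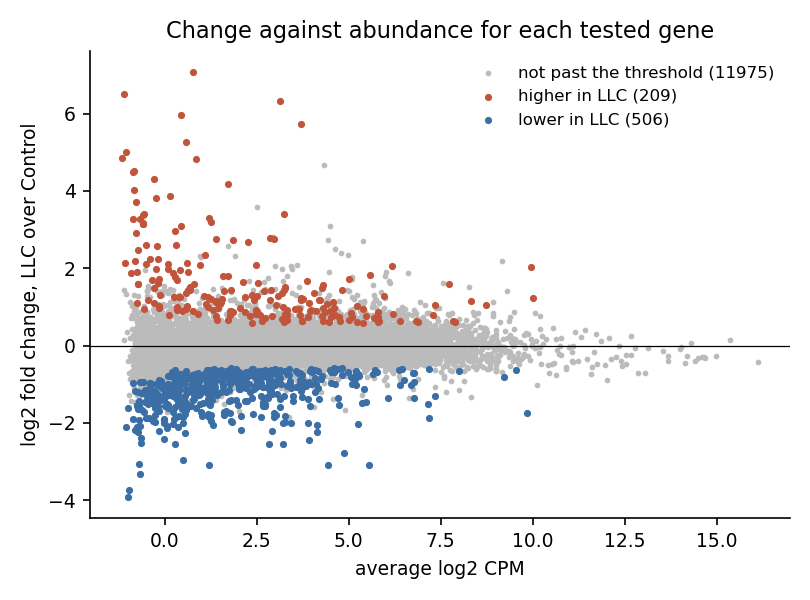
Log2 fold change of LLC over Control against average log2 CPM for each of 12690 tested genes, with the 209 genes past the threshold and higher in LLC and the 506 lower in LLC in color. Colored points are densest at low abundance, where 11.6% of the lowest quartile passed the threshold against 2.08% of the highest.

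The 5 genes with the largest rise under the rule fixed for naming genes were S100a8, S100a9, Csf3r, Csf2rb and Lcn2. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) rose from 0.168 ± 0.168 CPM in Control (SD, n = 4) to 14.3 ± 5.46 CPM in LLC (SD, n = 6), a log2 fold change of 6.33 ± 0.52 (SE). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) rose from 0.382 ± 0.374 to 21.3 ± 8.49 CPM, a log2 fold change of 5.74 ± 0.49 (SE). Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.000119 and 0.000121. The log2 fold changes of Csf3r (ENSMUSG00000028859, chromosome 4, 126024550 to 126044440), Csf2rb (ENSMUSG00000071713, chromosome 15, 78325752 to 78353847) and Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) were 4.17 ± 0.40, 3.40 ± 0.40 and 3.29 ± 0.36 (SE). Csf2rb lies beside its close paralog Csf2rb2, which also rose by 2.76 on the log2 scale, and reads shared between them could not be separated here. Exons of Csf2rb overlap those of 1 other gene on the same strand. In Control, S100a8, S100a9, Csf3r and Lcn2 were all below 1 CPM, so the size of their fold changes rests on few counts. Outside the rule, because of lower abundance, 16 genes past the threshold rose further than the smallest rise of these 5.

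The 5 genes with the largest fall under the same rule were Col3a1, Postn, Col1a1, Col1a2 and Fmod, all genes of the extracellular matrix (ECM). Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) fell from 100 ± 17.6 CPM in Control (SD, n = 4) to 11.7 ± 6.51 CPM in LLC (SD, n = 6), a log2 fold change of -3.09 ± 0.39 (SE). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) fell from 45.8 ± 6.50 to 5.39 ± 2.51 CPM, a log2 fold change of -3.08 ± 0.29 (SE). Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.000866 and 0.000184. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037), Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) and Fmod (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277) had log2 fold changes of -3.09 ± 0.36, -2.77 ± 0.33 and -2.55 ± 0.13 (SE). Each of these 5 genes was lower in all 6 LLC samples than in any Control sample. Exons of Col3a1 overlap those of 1 other gene on the same strand. Outside the rule, because of lower abundance, 5 genes past the threshold fell further than the smallest fall of these 5.

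Genes of protein degradation were higher in LLC, with wide variation between the LLC samples. The ubiquitin ligase gene Fbxo32 (ENSMUSG00000022358, chromosome 15, 58175879 to 58214932) rose from 349 ± 53.8 CPM in Control (SD, n = 4) to 1426 ± 1157 CPM in LLC (SD, n = 6). Its log2 fold change was 2.03 ± 0.49 (SE), and its adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0307. This call was lost in 5 of the 10 fits that each left out a sample, namely those without any 1 of the 4 Control samples and that without LLC 5. Trim63 (ENSMUSG00000028834, chromosome 4, 134315120 to 134329629) rose from 182 ± 17.5 to 836 ± 902 CPM, a log2 fold change of 2.19 ± 0.66 (SE), and did not pass, with an adjusted p of 0.0718 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although every LLC sample exceeded every Control sample. Its LLC values ran from 211 CPM in LLC 4 to 2529 CPM in LLC 1. Under the DESeq2 Wald test Trim63 passed the threshold (adjusted p = 0.0197). The proteasome subunit gene Psmd4 (ENSMUSG00000005625, chromosome 3, 95032694 to 95042614) had a log2 fold change of 0.98 ± 0.36 (SE) and did not pass, with an adjusted p of 0.116 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interleukin-6 receptor gene Il6ra (ENSMUSG00000027947, chromosome 3, 89864059 to 89913196) varied the most of the genes named here, with a CV of 150% over the 6 LLC samples, a mean of 11.4 ± 17.2 CPM (SD) and a value of 46.3 CPM in LLC 1. Its log2 fold change of 2.81 ± 0.90 (SE) did not pass. Under the DESeq2 Wald test Psmd4 and Il6ra passed, with adjusted p-values of 0.0461 and 0.0146. The transcription factor gene Foxo1 (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221) did not pass either, at 1.43 ± 0.54 (SE), in edgeR or DESeq2. Across the 10 fits that each left out a sample, the log2 fold change ranged from 1.47 to 3.02 for Il6ra and from 0.68 to 1.59 for Foxo1. The adjusted p-values of edgeR's quasi-likelihood test in these fits ranged from 0.0153 to 0.190 and from 0.0274 to 0.256. Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) passed, with a log2 fold change of 0.74 ± 0.15 (SE) and a CV of 21.2%, and Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) passed with 1.97 ± 0.51 (SE). The call of Mmp9 was lost in 10 of 23 alternatives, that of Fbxo32 in 8 of 24 and that of Stat3 in 4 of 24. Exons of Fbxo32, Il6ra, Foxo1 and Stat3 overlap an antisense gene.

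The fixed genes of contraction and oxygen storage were lower. Myl3 (ENSMUSG00000059741, chromosome 9, 110741861 to 110769798) had a log2 fold change of -1.66 ± 0.46 (SE), and the myoglobin gene Mb (ENSMUSG00000018893, chromosome 15, 77015487 to 77050670) one of -0.73 ± 0.23 (SE), from 4049 ± 197 CPM in Control (SD, n = 4) to 2434 ± 809 CPM in LLC (SD, n = 6). The growth factor gene Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had a log2 fold change of -1.06 ± 0.37 (SE). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment these 3 genes had adjusted p-values of 0.0531, 0.0812 and 0.0999, so none passed, although each was lower in all 6 LLC samples than in any Control sample. Under the DESeq2 Wald test all 3 passed, with adjusted p-values of 0.0337, 0.0293 and 0.0487. Exons of Myl3 and Mb overlap antisense genes.

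**Figure D3:**
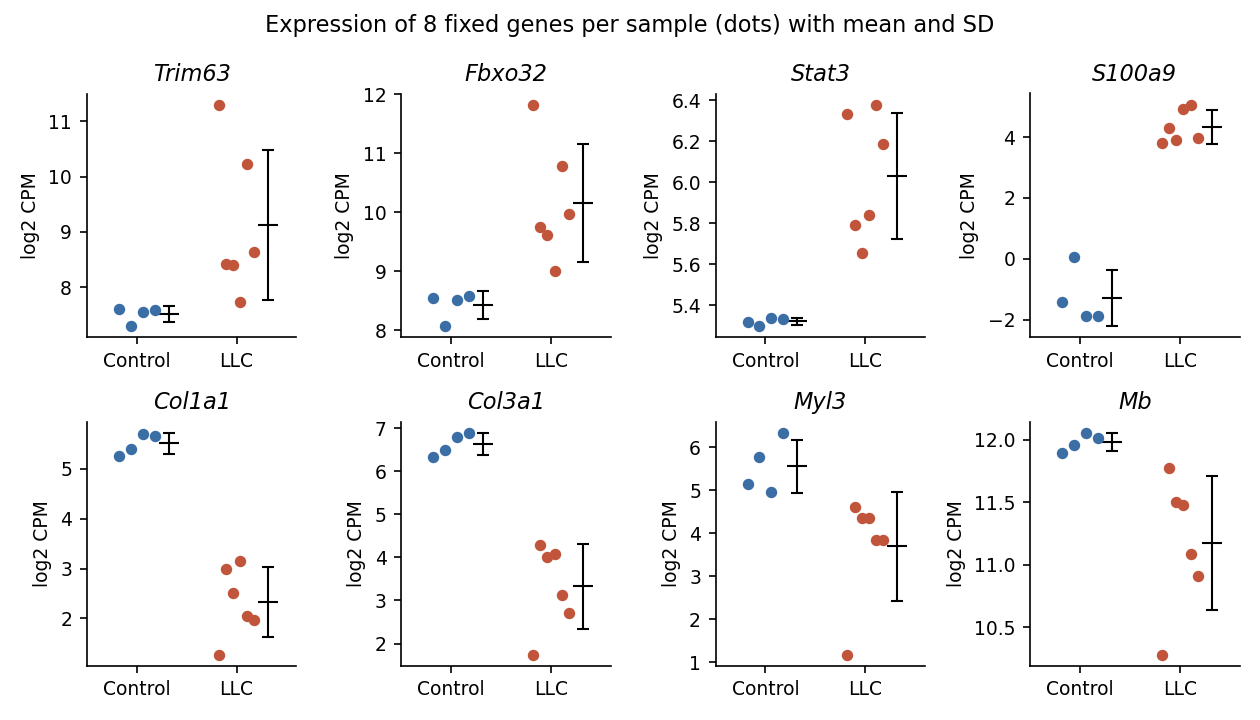
Log2 CPM of 8 of the 14 fixed genes in each of the 4 Control and 6 LLC samples (dots, in order of replicate number from left to right), with the mean and SD of each group beside them (bar and whiskers). Trim63 and Fbxo32 are widely spread within LLC, whereas S100a9, Col1a1 and Col3a1 differ from Control by more than their spread.

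The 67 genes that the study's text names for this comparison were examined as a list. All 67 were tested, and 32 passed the threshold when adjusted over all genes, against 45 under the DESeq2 Wald test. Adjusted over the list alone 60 passed, which shows no stability, since the list was drawn from calls on the same samples. With an unadjusted p, the alternative that moved this the most, 62 passed. Of the 64 genes with a stated direction, 64 moved in that direction, and passing the threshold were 15 of the 38 stated as higher and 15 of the 26 stated as lower. All 5 immune genes and all 3 matrix protease genes of the list passed, with log2 fold changes of 1.97 to 5.74. Of 11 genes of proteolysis and autophagy, 11 were higher, with log2 fold changes of 0.64 to 2.19, and 1 passed. Of 12 ECM genes 8 passed and of 12 sarcomere and contraction genes 6 passed, and all 24 were lower.

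Gene families were then tested as sets, to ask whether protein degradation, matrix, contraction, inflammation, energy metabolism and protein synthesis shift as a whole. The directions of the family medians held under both other library scalings, of which upper-quartile factors moved the median of all genes by -0.03 and median-of-ratios factors by 0.01 on the log2 scale. Neutrophil marker genes had a median log2 fold change of 4.23 over 16 genes, of which 15 passed the threshold (camera, Benjamini-Hochberg adjusted p = 2.9e-24), and the score exceeded every Control score in 6 of 6 LLC samples. With at least 10 counts required in every sample, the alternative that moved it the most, 1 gene of this family was left, with a log2 fold change of 0.31. Collagens had a median of -1.21 over 29 genes, of which 27 were lower and 17 passed (camera, Benjamini-Hochberg adjusted p = 2.1e-15), and 6 of 6 LLC samples scored below every Control sample. Sarcomere genes had a median of -0.35 over 40 genes, of which 33 were lower and 6 passed (camera, Benjamini-Hochberg adjusted p = 0.000143), again with 6 of 6 LLC samples below every Control sample.

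Proteasome subunits had a median log2 fold change of 0.44 over 37 genes, of which 33 were higher (camera, Benjamini-Hochberg adjusted p = 8.3e-06). None passed the threshold singly, and 17 had an unadjusted p of 0.05 or less. The score was 0.35 ± 0.40 in LLC (SD, n = 6), so the mean difference was smaller than the SD within LLC, and 5 of 6 LLC samples exceeded every Control sample. Across the 10 fits that each left out a sample, the median of this family ranged from 0.26 to 0.52. Respiratory chain genes were lower for 78 of 78 genes, with a median of -0.34 (camera, Benjamini-Hochberg adjusted p = 1.8e-12), and cytosolic ribosomal protein genes were higher for 79 of 79, with a median of 0.32 (camera, Benjamini-Hochberg adjusted p = 1.0e-13). No gene of these 2 families passed singly, and 43 and 44 had an unadjusted p of 0.05 or less. The score was below every Control sample in 6 of 6 LLC samples for the respiratory chain and above in 5 of 6 for ribosomal proteins. The camera result depends on the correlation assumed between genes of a family. With that correlation estimated from the data, the neutrophil family alone had an adjusted p below 0.05, at 0.00387, and the others ranged from 0.0510 for collagens to 0.316. An exact permutation test of the scores, added after the data were examined, gave two-sided p-values of 0.00952 for 4 families and 0.0381 for proteasome subunits and ribosomal proteins (0.0143 and 0.0381 after Benjamini-Hochberg adjustment over 6 families). Counted in either direction, 26 of the 210 splits gave as large a difference for proteasome subunits and 17 of 210 for ribosomal proteins, against 4 of 210 in the direction of the real difference for each. Proteasome and ribosomal protein genes have many processed pseudogenes, and reads shared with these could not be separated here.

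**Figure D4:**
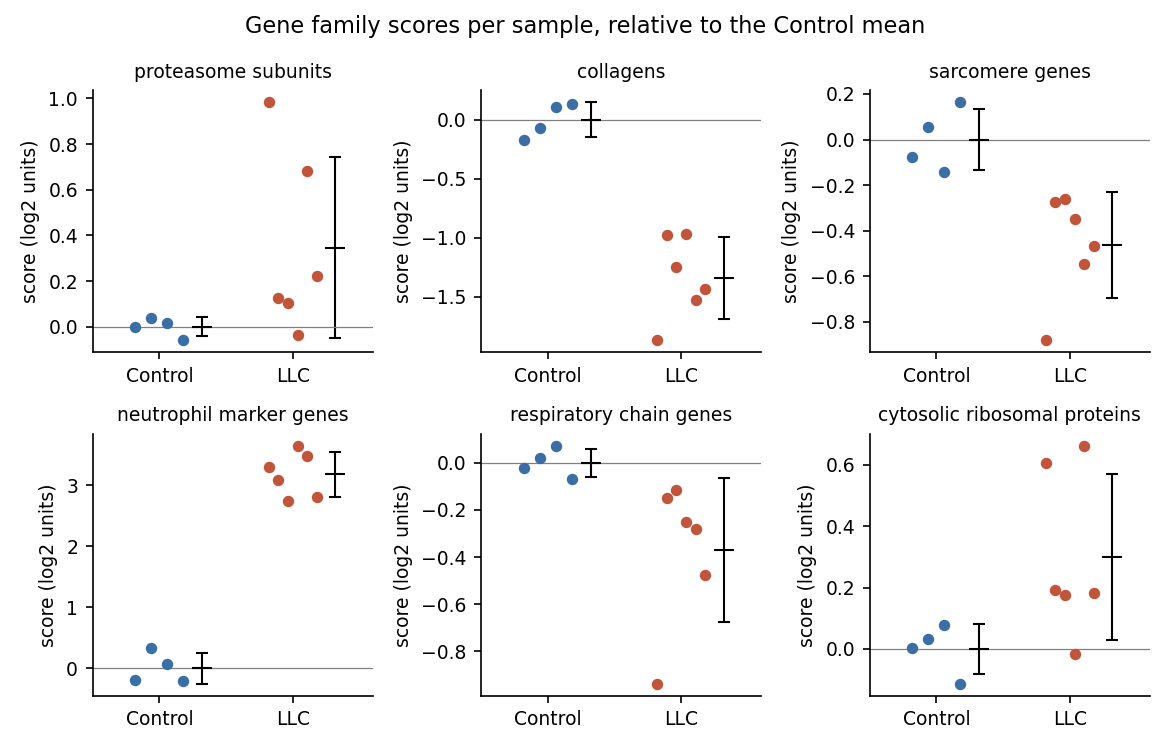
Score of each of 6 gene families in the 4 Control and 6 LLC samples (dots, in order of replicate number from left to right), as the mean log2 CPM of its genes minus the Control mean, with the mean and SD of each group (bar and whiskers). Neutrophil marker genes and collagens are apart in all 6 LLC samples, while proteasome subunits range from -0.03 to 0.98 within LLC.

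The last comparison asked how uniform the changes were within LLC. The CV of the fold changes over the 6 LLC samples averaged 31.5% ± 15.96 (SD over genes) for the 209 genes higher in LLC and 29.9% ± 15.2 for the 506 lower. These averages cover the calls of edgeR's test only. For the 349 genes that DESeq2 added, the median SD of log2 CPM within LLC was 0.56, against 0.37 for edgeR's calls. Variation within LLC among the called genes therefore depends on the test that selects them. The SD of log2 CPM was larger in LLC than in Control for 145 of the 209, for 424 of the 506 and for 10234 of the 11975 genes that did not pass. With k-means, the higher genes formed clusters of 115 and 94 genes with a mean CV of 34.03% ± 18.4 and 28.5% ± 11.7, and the lower genes clusters of 298 and 208 genes with 31.96% ± 15.7 and 26.9% ± 13.96. Clusters were formed from the same values, so these differences were not tested. The largest cluster mean was 1.27 times the smallest, and 1.41 times with clustering on log2 CPM, the alternative that moved it the most.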

Values the study reported

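In the tibialis anterior, the study reported 11,436 genes and 1008 differentially expressed genes, of which 487 were up-regulated and 521 down-regulated.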

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

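The tests of library size, of GC content and gene length and of an exchanged label for the distance of LLC 1, and of adding the counts of an overlapping gene to Myl3, were chosen only after the result was seen. A sample far from the rest of its group was sought in 34 measures and 68 groups of samples, by the gap from the most extreme sample to its nearest neighbor divided by the range of the group. Such a sample was found in 4 of the 68 groups, against 3.4 given by chance at 1 in 20, so the number found was about what chance gives. LLC 1 was the distant sample in 3 of the 4.

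The distance of LLC 1 from the LLC centroid was the highest of 6, with a gap ratio of 0.768. The ratio was 0.752 once all libraries were thinned to the smallest, 0.763 without mitochondrial genes and the 50 most abundant genes, and 0.799 after the offset for GC content and gene length, so none of these 3 technical explanations removed it. Among marker lists of 5 other cell types, the largest excess of LLC 1 over every other LLC sample was 0.19 on the log2 scale, for adipocyte genes, which goes against RNA from those cell types. A Control sample under an LLC label was also tested, and the neutrophil score of LLC 1 exceeded the highest Control score by 2.96. The authors sequenced all 10 libraries in the same lane, which leaves no sequencing batch to test, and no batch of library preparation is given. A candidate explanation is a larger response along the same axis. The changes in LLC 1 were taken against Controls 1 and 2. Those in the mean of the other LLC samples were taken against Controls 3 and 4. The 2 sets of changes were correlated across 12690 genes, which are not independent replicates, with r = 0.609. The same measure was 0.755 for LLC 5 and 0.767 for LLC 6, and it was not computed for the remaining LLC samples. For LLC 5 and LLC 6 the mean of the others includes LLC 1, so the references are unlike. With that limit, the value was lower for LLC 1 than for these 2 samples. The SD of the changes in LLC 1 was 2.18 times that of the changes in the mean of the other LLC samples. Averaging over samples lowers that SD, so the ratio does not compare LLC 1 with single LLC samples. In LLC 1, 2846 genes differed at least 2-fold from the Control mean, against 403 to 1364 in the other 5. A stronger response in this mouse remains a hypothesis, and it was not tested against RNA quality, for which the authors set a minimum integrity before sequencing.

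Fbxo32 was lowest in Control 2 among the 4 Control samples, with a gap ratio of 0.861 on log2 CPM. The ratio was 0.850 with median-of-ratios scaling, which did not remove the low value. The overlapping gene Gm15943 held 38 counts against 5457 of Fbxo32 in that sample, or 0.696%. Reads left uncounted because they overlap both genes were not tested, and the low value cannot be told apart from such a loss. After thinning the ratio was 0.842, but Control 2 had the most counts of the 10 samples, so this could not test a small library as the cause. No group in the design separates Control 2 from the other Control samples, so no biological explanation was tested.

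Foxo1 was highest in LLC 1 among the 6 LLC samples, with a gap ratio of 0.652. The ratio was 0.651 with median-of-ratios scaling and 0.649 after thinning, and the overlapping gene Gm20402 held 0 counts in that sample, which is 0% of the counts of Foxo1. This value may belong to the larger distance of LLC 1 across all genes, which was not tested for Foxo1 apart from the rest.

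Myl3 was lowest in LLC 1 among the 6 LLC samples, with a gap ratio of 0.774. The ratio was 0.771 with median-of-ratios scaling and 0.781 after thinning. The antisense gene Pth1r, whose exons overlap those of Myl3, held 14 counts against 42 of Myl3 in that sample, or 33.3%. That share is high because the Myl3 count is low, since Pth1r held 9 to 15 counts in the other LLC samples. With the Pth1r counts added to Myl3 in every sample, LLC 1 had 56 counts against 265 in the next lowest LLC sample, and the gap ratio was 0.759, so Myl3 reads counted for Pth1r do not account for the low value. Reads left uncounted because they overlap both genes were not tested, and the low value cannot be told apart from such a loss. The score of sarcomere genes, Myl3 among them, was also lowest in LLC 1, with a gap ratio of 0.542. The low value may therefore belong to the larger distance of LLC 1 across all genes, which was not tested for Myl3 apart from the rest.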

How the results depend on the processing

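The comparison of LLC samples among the genes that DESeq2 added was chosen only after the result was seen. Of 735 values of 34 results under 33 alternative settings, 209 could not change sign, being counts of genes, the cluster ratio, the PC1 difference or fold changes that the setting leaves as they are. Of the other 526, 0 reversed direction. The PC1 difference ranged from 33.1 to 53.1 and the ratio of spread in LLC to spread in Control from 1.33 to 3.65, both with an exact permutation p below 0.05 under each alternative run. The ratio of 3.65 came from the measure based on Spearman correlation, which is on another scale.

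The number of genes past the threshold depended on the processing. With library scaling changed it was 703 to 733, without mitochondrial genes 716, with robust dispersion 707, and with the offset for GC content and gene length 711, of which 676 were among the 715. It was 800 without a filter on low counts, 997 with limma voom and 1052 with the DESeq2 Wald test, where 388 were higher. Of the study's genes, 36 passed without the filter, 40 with limma voom and 45 with the DESeq2 Wald test. Of the 349 genes that DESeq2 added, 182 were higher, and LLC 1 held the most extreme LLC value in 236 of the 349, or 67.6%, against 39.9% of the 715 genes and 52.8% of all tested genes. With at least 10 counts in every sample, 475 genes passed, 116 of them higher, and 20 of the study's genes. With an unadjusted p, 1572 passed, 626 higher and 946 lower, and 62 of the study's genes. In a test against 1.5-fold, 192 passed, 61 higher and 131 lower, and 19 of the study's genes. The replicate number as a block gave 107, 37 higher and 70 lower, and 16 of the study's genes. The same replicates 1 to 4 without the block gave 299, 80 higher and 219 lower, and 17 of the study's genes, so part of that loss came with the smaller number of samples. Same-numbered Control and LLC samples were no more alike than others (mean correlation 0.006, from -0.081 to 0.126, against -0.001). Across the 10 fits that each left out a sample, 415 to 966 genes passed, 110 to 288 higher and 284 to 678 lower, with 22 to 45 of the study's genes. The highest count was reached without LLC 1, and leaving out any Control sample gave 415 to 438. Except where stated, the cause was not tested.

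Each family median kept its sign under every alternative run. With the inter-gene correlation estimated from the data, 5 families no longer passed, namely proteasome subunits (0.44, adjusted p = 0.316), collagens (-1.21, 0.0510), sarcomere genes (-0.35, 0.270), respiratory chain genes (-0.34, 0.316) and ribosomal proteins (0.32, 0.316). In the fry rotation test proteasome subunits (0.44, adjusted p = 0.131), respiratory chain genes (-0.34, 0.0737) and ribosomal proteins (0.32, 0.0840) no longer passed, while collagens, sarcomere genes and neutrophil markers did. With at least 10 counts in every sample the neutrophil family was left with 1 gene and a value of 0.31 (adjusted p = 0.477), since its other genes had fewer than 10 counts in at least 1 sample, so at this depth their fold changes rest on few Control counts. The ratio of the largest to the smallest cluster CV was 1.27, 1.19 with 3 clusters and 1.41 on log2 CPM.

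Of 498 values under alternatives of the 21 genes chosen by the rule for naming genes, 1 of which is not reported here, 57 changed sides of the threshold, 22 weaker and 35 stronger. These belonged to 11 genes, and 10 genes kept their side in each setting run. Promoter motifs and their 3 alternatives were not run.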

Other observations

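The tests of glucocorticoid, fasting, denervation and clock lists were chosen before their results were seen, and all other tests in this part only after. Adjusted p-values of marker lists cover the 12 lists tested together.

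The number of genes past the threshold and higher in LLC was 209. That is lower than the value quoted from the study above. With the DESeq2 Wald test the number was 388, which is also lower. With an unadjusted p in edgeR's test it was 626, which is higher, so the direction of the gap depends on the threshold. Genes lower in LLC numbered 506 in edgeR's test, below the study's value, and 664 with DESeq2, above it. The totals were 715, below the study's, and 1052, above it. With DESeq2 the shortfall was therefore in the higher genes only. The study's methods state a limit on p and its figure legends one on FDR, so its threshold is not certain. Its annotation and DESeq2 version also differ, so these gaps have no assigned cause.

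The calls were compared with those from other groupings of the same 10 samples. Of the 16 groupings that part the same-numbered pairs, 1 of 16, the real one, gave a result as large for each of the 10 results tested, and with 16 groupings the share cannot fall below 0.0625. Among 100 groupings drawn from all 210, the real one included, 2 gave as many genes past the threshold, 2 as many higher, 1 as many lower and 2 as many of the study's genes. The largest count from another grouping was 1061. For the family medians, 1 of 100 was as large for collagens and 1 for neutrophil markers, 2 for sarcomere genes and 4 for respiratory chain genes. It was 17 of 100 for proteasome subunits and 10 of 100 for ribosomal proteins, and these counts include groupings with a change in the opposite direction. Over all 210 groupings of the family scores, 4 gave as large a difference in the direction of the real one for each of these families, and 26 for proteasome subunits and 17 for ribosomal proteins in either direction. Without a direction set in advance, changes of this size in these families are therefore not rare among groupings of these samples. The drawn groupings differ from the real one in mixing Control and LLC samples.

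Fewer genes past the threshold were higher than lower in LLC. The share of lower calls was at least 69.7% under 2 other scalings of the libraries and 67.9% after the offset for GC content and gene length, so the offset did not remove the asymmetry. It was 63.1% with the DESeq2 Wald test, 72.4% with limma voom and 60.2% with an unadjusted p. The size of the asymmetry therefore depended on the test and threshold. The scalings moved the median of all genes by 0.01 and -0.03, too little to exclude scaling, and the asymmetry cannot be told apart from it. Part of it does not depend on the test, since 768 genes rose and 1095 fell at least 1.5-fold. Of these, 27.2% of the rising and 46.2% of the falling genes passed. Larger variation among the LLC samples in genes that rise could account for this difference in the share that passed. The median SD within LLC was 0.57 for rising genes and 0.49 for falling genes, a ratio of 1.17, and the lower share among rising genes cannot be told apart from an effect of this variation.

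For the rise of proteasome subunits and ubiquitin ligases, gene lists of 4 other states were tested. Denervation response genes rose with a median log2 fold change of 0.78 in 9 of 10 genes (adjusted p = 0.00108 in camera, 0.00131 in fry and 0.0797 with the correlation estimated), which is consistent with a shared atrophy program as a hypothesis. Glucocorticoid response genes rose in 13 of 13, with a median of 1.15 (adjusted p = 0.000692 in camera, 0.125 in fry and 0.504 with the correlation estimated). Of its genes 0 passed the threshold singly and 10 had an unadjusted p of 0.05 or less, and this explanation cannot be told apart from the tumor itself. Fasting response genes had a median of 0.19 (adjusted p = 0.639 in camera and 0.780 in fry), and circadian clock genes one of 0.032 (adjusted p = 0.797 in camera and 0.887 in fry), so neither list passed either test. Of the fasting list, Pdk4, named after its value was seen, passed the threshold singly with a log2 fold change of 1.23, so a partial fasting response is not excluded. Food intake and clock time were not used here.

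The rise of neutrophil marker genes was set against blood remaining in the muscle. Erythroid genes rose in 5 of 5, with a median log2 fold change of 0.71, less than that of the neutrophil markers. Whether neutrophils lay in the muscle tissue or in its blood cannot be told apart with these data. For the fall of collagens, 11 fibroblast genes outside the matrix had a median of -0.90, with 6 past the threshold and lower and Ly6a, named after its value was seen, past it and higher. Fewer fibroblasts in the muscle sampled may therefore account for part of the fall, and lower expression per cell cannot be told apart from it. For the fall of sarcomere genes, 12 slow fiber genes had a median of -0.75, with 2 of them higher. Adjusted p-values were 0.00829 in camera, 0.0111 in fry and 0.249 with the correlation estimated. The sarcomere family was uneven, with quartiles of -0.65 and -0.03, and shares genes with this list. A fall mainly in slow fiber genes cannot be told apart from a general one.

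Whether the variation among the 6 LLC samples follows 1 shared gradient was tested, with mixed results. Across these 6 samples, the proteasome score was correlated with the collagen score (r = -0.919, exact permutation p = 0.00417, adjusted over 6 relations 0.025; Spearman's rho = -0.943, exact permutation p = 0.0167, adjusted 0.1), and r was -0.769 without LLC 1 and LLC 5. The relation with sarcomere genes rested on these 2 samples (r = -0.925, exact permutation p = 0.00972, adjusted 0.025; rho = -0.829, exact permutation p = 0.0583, adjusted 0.117; r = -0.408 without them). Ribosomal proteins followed the proteasome score with and without them (r = 0.943, exact permutation p = 0.0125, adjusted 0.025; rho = 0.886, exact permutation p = 0.0333, adjusted 0.1; r = 0.873 without them). Respiratory chain genes did not pass the adjustment (r = -0.782, exact permutation p = 0.0431, adjusted 0.0646; rho = -0.771, exact permutation p = 0.103, adjusted 0.154; r = -0.472 without them). Neutrophil markers did not follow the proteasome score (r = 0.237, exact permutation p = 0.643; rho = 0.029, exact permutation p = 1; r = -0.838 without them), which goes against a gradient shared by all families. PC1 was correlated with the total count at r = -0.511 (exact permutation p = 0.308; rho = -0.6, exact permutation p = 0.242) and at 0.512 without LLC 1 and LLC 4, so library size as an explanation was neither supported nor excluded. All 10 libraries were sequenced in the same lane, so no relation could be repeated within batches.

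All ribosomal protein genes were higher and all respiratory chain genes lower in LLC. The median of the ribosomal protein genes was 0.34 after the offset for GC content and gene length and 0.28 with upper-quartile factors, and that of the respiratory chain genes stayed negative in both. The offset therefore did not remove the pattern. Upper-quartile factors moved the median of all genes by -0.03, too little to change either sign. A scaling factor shifts all genes of a sample alike, so it cannot raise ribosomal protein genes while lowering respiratory chain genes. Their medians were 0.28 and -0.37 with upper-quartile factors, and 0.33 and -0.33 with median-of-ratios factors. These values argue against scaling as the source of the opposed directions, but not of the size of either change alone. Reads shared with pseudogenes were not tested, so a biological explanation cannot be told apart from them.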
